# EZH2 inhibition in multiple myeloma downregulates myeloma associated oncogenes and upregulates microRNAs with potential tumor suppressor functions

**DOI:** 10.18632/oncotarget.14378

**Published:** 2016-12-30

**Authors:** Mohammad Alzrigat, Alba Atienza Párraga, Prasoon Agarwal, Hadil Zureigat, Anders Österborg, Hareth Nahi, Anqi Ma, Jian Jin, Kenneth Nilsson, Fredrik Öberg, Antonia Kalushkova, Helena Jernberg-Wiklund

**Keywords:** multiple myeloma, EZH2, H3K27me3, microRNA, UNC1999

## Abstract

Multiple Myeloma (MM) is a plasma cell tumor localized to the bone marrow (BM). Despite the fact that current treatment strategies have improved patients' median survival time, MM remains incurable. Epigenetic aberrations are emerging as important players in tumorigenesis making them attractive targets for therapy in cancer including MM. Recently, we suggested the polycomb repressive complex 2 (PRC2) as a common denominator of gene silencing in MM and presented the PRC2 enzymatic subunit enhancer of zeste homolog 2 (EZH2) as a potential therapeutic target in MM. Here we further dissect the anti-myeloma mechanisms mediated by EZH2 inhibition and show that pharmacological inhibition of EZH2 reduces the expression of MM-associated oncogenes; IRF-4, XBP-1, PRDM1/BLIMP-1 and c-MYC. We show that EZH2 inhibition reactivates the expression of microRNAs with tumor suppressor functions predicted to target MM-associated oncogenes; primarily miR-125a-3p and miR-320c. ChIP analysis reveals that miR-125a-3p and miR-320c are targets of EZH2 and H3K27me3 in MM cell lines and primary cells. Our results further highlight that polycomb-mediated silencing in MM includes microRNAs with tumor suppressor activity. This novel role strengthens the oncogenic features of EZH2 and its potential as a therapeutic target in MM.

## INTRODUCTION

Multiple myeloma (MM) is a malignancy of antibody secreting monoclonal plasmablasts/plasma cells (PCs), which accumulate within the bone marrow (BM) [1, 2]. MM exhibits high clonal heterogeneity, which has limited the clinical benefits of current treatment strategies [3, 4], and therefore MM remains a fatal disease. Genetic and epigenetic abnormalities as well as the BM microenvironment have been proposed as important factors in MM pathogenesis, response to treatment and relapse, and therefore, represent targets for improved therapy [5, 6].

Epigenetic mechanisms regulating gene expression are important in fundamental biological processes such as pluripotency, cellular differentiation and reprogramming [7, 8]. Deregulation of epigenetic mechanisms is also a hallmark of cancer and has been implicated in tumor initiation, progression, metastasis and response to treatment [9–11]. Thus, epigenetic modifiers should represent potential targets for therapy in cancer. The histone methyltransferase enhancer of zeste homolog 2 (EZH2) is the catalytic subunit of the polycomb repressive complex 2 (PRC2). It mediates epigenetic silencing of target genes via tri-methylation of histone H3 lysine residue 27 (H3K27me3) at regulatory loci and gene bodies [12–14]. Many PRC2 target genes have been categorized as related to cell cycle check-points and differentiation [15, 16], suggesting that EZH2 plays important roles in promoting cell proliferation and transformation.

EZH2 has, by us and others, been shown to be overexpressed in malignant PCs as compared with normal bone marrow PCs [17, 18]. While EZH2 controls the formation of H3K27me3, genetic inactivation of the H3K27 lysine (K)-specific demethylase 6A (KDM6A, UTX) is frequent in MM [19, 20]. In addition, EZH2 and H3K27me3 mark have been shown to support the oncogenic function of MMSET and its associated H3K36me2 mark in a defined subset of MM patients harboring the t(4;14) translocation [21, 22]. Recently, we could show that genes commonly silenced in MM, as compared with normal plasma cells, are PRC2 targets and that the histone methylation of these targets correlated with gene repression in advanced MM stages and in patients with poor survival [18, 23]. Moreover, we and others demonstrated that pharmacological inhibition of EZH2 using small specific chemical inhibitors is a potentially interesting therapeutic strategy in MM [23, 24]. Collectively, these data suggest an important role for EZH2 and H3K27me3 in MM pathogenesis and highlight EZH2 as a promising therapeutic target.

In this paper, we further explore the anti-proliferative effects of EZH2 inhibition in MM by using the selective inhibitor UNC1999. We now show that EZH2 inhibition by UNC1999 reduced MM cell viability and the expression of MM-associated oncogenes; IRF-4, XBP-1, PRDM1 (hereafter BLIMP-1) and c-MYC in MM cell lines. We here demonstrate that the observed downregulation of MM-associated oncogenes upon EZH2 inhibition correlates with upregulation of miRNA with tumor suppressor function; mainly miR-125a-3p, miR-320c. These miRNAs are predicted to target IRF-4, XBP-1 and BLIMP-1. Furthermore, we could validate that miR-125a and miR-320c are polycomb targets in MM cell lines and plasma cells derived from newly diagnosed MM patients. This study presents a novel mechanism of EZH2 action in MM pathogenesis by regulating the expression of miRNA genes with tumor suppressor functions and further supports the notion of EZH2 as potential therapeutic target in MM also indirectly affecting the expression of MM-associated oncogenes.

## RESULTS

### EZH2 inhibition downregulates MM-related oncogenes

Recently, we provided evidence that pharmacological EZH2 inhibition using UNC1999 exerts anti-MM effects by reducing the levels of H3K27me3 and de-repression of bivalent genes involved in tumor suppressor functions such as apoptosis and cellular differentiation [23]. In this study our aim was to extend our knowledge on the anti-MM effects mediated by EZH2 inhibition by focusing on the downregulated genes and to provide molecular mechanisms underlying this observation. To this end, we performed gene expression array on the MM INA-6 cell line treated with 1 μM of UNC1999 for 5 days. Using DMSO as control treatment, we could identify 530 differentially regulated mRNAs (P-value ≤ 0.02 and fold change of 1.5 cut off) among which 186 were upregulated and 344 were downregulated (Supplementary Table 1). The downregulated genes in this study were significantly enriched among the MM-unique H3K4me3 targets representing actively transcribed genes previously defined by us using ChIP-Seq [23] (Supplementary Figure 1A). Interestingly, we found that UNC1999 treatment resulted in a significant downregulation in the expression of MM-associated oncogenes; IRF-4, XBP-1, BLIMP-1 and c-MYC (Supplementary Figure 1B). QPCR and Western blot analysis confirmed that EZH2 inhibition using UNC1999 downregulated IRF-4, XBP-1, BLIMP-1 and c-MYC at the mRNA (Figure 1B) and protein (Figure 1C) levels in all MM cell lines tested in this study. We further showed that UNC1999 downregulated EZH2 at the mRNA and protein levels (Figure 1B and 1C), while EZH1 seemed to be less affected (Supplementary Figure 2A). Notably, kinetics of UNC1999 response in the most sensitive INA-6 cell line revealed that UNC1999 did not reduce MM-associated oncoprotein levels at earlier time points, 24 and 72 hours (Supplementary Figure 2B). Similar to our previous findings at 72 hours post-treatment with UNC1999 [23], we could show that UNC1999 inhibition of EZH2 reduced MM cell viability (Figure 1A) and global levels of the H3K27me3 mark (Figure 1C) at 120 hours post-treatment. We further confirmed that EZH2 inhibition resulted in upregulation of genes related to apoptosis such as ID2, ID3 and differentiation i.e. SOX2 (Supplementary Figure 1C) and downregulation of genes involved in metabolism and cell signaling (Supplementary Figure 1D). Induction of apoptosis over time was confirmed by a significant increase in activation of caspase-3 and -7 in two MM cell lines; INA-6 and KMS-11 (Supplementary Figure 2C). Importantly, caspase-3 and -7 activation was stronger in INA-6 than KMS-11 (Supplementary Figure 2C), which is also reflected by the percentage of viable cells where INA-6 was found to be more sensitive than KMS-11 (Figure 1A).

**Figure 1:**
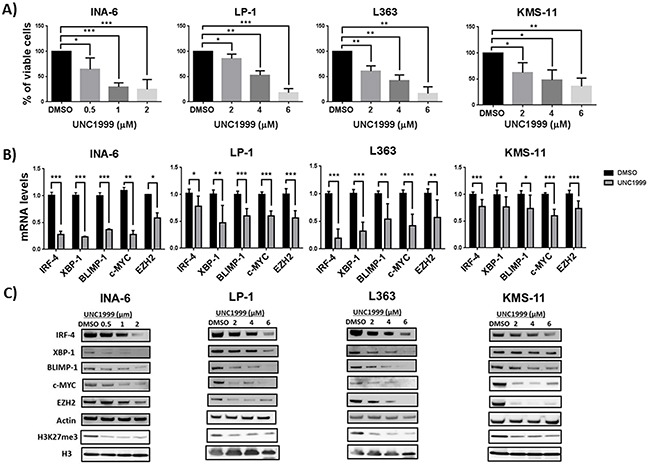
EZH2 inhibition reduces the viability of MM cells and downregulates the expression of MM-associated oncogenes **A.** EZH2 inhibitor UNC1999 reduces the viability of MM cells lines in a dose dependent manner. MM cell lines were treated with a range of UNC1999 concentrations and cell viability was assessed 5 days post-treatment using the AlamarBlue assay. **B.** EZH2 inhibition reduces the mRNA levels of IRF-4, XBP-1, BLIMP-1, c-MYC and EZH2 in MM cell lines upon treatment with UNC1999 for 5 days. mRNA levels were assessed after treatment with UNC1999 at concentration of 1 μM for INA-6 and 4 μM for the rest of the cell lines. Actin was used as housekeeping gene. C. EZH2 inhibition reduces the protein levels of IRF-4, XBP-1, BLIMP-1, c-MYC, EZH2 and global H3K27me3 levels in MM cell lines. Actin and total histone H3 were used as loading controls. The blots are representative of three independent biological experiments. Error bars represent standard deviation of three independent biological experiments. DMSO was used as control treatment. P-values were calculated using student t-test GraphPad prism, P-value: *≤ 0.05; **≤0.01; ***≤0.001.

### EZH2 inhibition changes the miRNA expression profile in MM

EZH2 is the catalytic subunit of PRC2, a transcriptional repressive complex that mediates gene silencing via deposition of H3K27me3 mark [12–14]. Therefore, we asked how the inhibition of a transcriptional repressor reduces the expression of active genes such as IRF-4, XBP-1, BLIMP-1 and c-MYC. One plausible explanation was that EZH2, via H3K27me3, represses non-coding regulatory target genes i.e. miRNAs, which post-transcriptionally negatively modulate the expression of active genes. To investigate this hypothesis, we analyzed mature microRNA expression in the MM INA-6 cell line treated with 1 μM of UNC1999 for 5 days. 

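INA-6 is an established human MM cell line, UNC1999 is a small-molecule inhibitor of the methyltransferase EZH2, and DMSO is the solvent in which it is given. Mature miRNAs were measured on 8 single-colour microarrays that lay on 1 slide, 4 hybridized with RNA of DMSO-treated cells and 4 with RNA of cells treated with 1 μM of UNC1999 for 5 days. The sample titles and the paper name DMSO as the control, while the treatment protocol in the sample labels names the inactive compound UNC2400. The samples were taken as DMSO controls. Each array held 53144 spots, with probes for 2549 human miRNAs, each probe spotted several times. The authors deposited the scanner output, in which the intensity of each spot has its background subtracted and is not normalized between arrays. The scanner software marked 482, 369, 370 and 484 miRNAs as detected on the DMSO arrays of replicates 1 to 4, and 500, 498, 491 and 474 on the UNC1999 arrays. The spot intensities of a probe were averaged without the spots marked as outliers, the probes of a miRNA were summed, and each array was divided by its 75th percentile over the 346 miRNAs detected on all 8 arrays. That percentile was 419 ± 119 (SD, n = 4) on the DMSO arrays and 664 ± 88.4 (SD, n = 4) on the UNC1999 arrays before scaling (exact permutation test, two-sided, p = 0.057). The arrays were then multiplied by the geometric mean of these percentiles, and values below 8.98, the median over the arrays of the lowest scaled signal of a detected miRNA, were set to it before log2 was taken. The 456 miRNAs detected on all 4 arrays of at least 1 group were tested with limma's moderated test and Benjamini-Hochberg adjustment, and a miRNA was called when its adjusted p was at most 0.05 and its fold change at least 1.2. A fold change on these arrays is relative to the other miRNAs of the same array, and the choice of scaling therefore bears on the direction of small changes. The arrays of each group were alike in pairs, and whether alike arrays held separate samples was not settled by their values. Each array was counted as a sample because the paper describes 4 independent experiments. The number of arrays limits the precision, and 4 against 4 arrays give an exact permutation p of 0.029 at the least.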

Using DMSO treatment as control, we detected 206 miRNAs to be significantly (P-value ≤ 0.05 and fold change of 1.2 cut off) and differentially regulated by UNC1999; of which 118 were upregulated and 88 were downregulated (Supplementary Table 2). 

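Of the miRNAs tested, 322 were called, 164 of them higher and 158 lower after UNC1999 treatment. The groups of 4 values did not overlap for 298 of the 456 miRNAs tested, where chance gives 2.86%. The median size of the log2 fold change among the called miRNAs was 0.60, and 26 changed at least 2-fold. With each array left out in turn, between 296 and 326 miRNAs were called. With the alike pairs of arrays as a block, an alternative chosen after seeing the data, 345 were called, among them all 322. The direction of the calls depended on the scaling and on the background correction. At most 500 of the 2549 human miRNAs were detected on an array. The 75th percentile over all of them therefore lies among miRNAs not detected. Normexp background correction was run with an offset of 50 added to every spot before scaling. A dim signal then follows the scaling in part, so that turning lower under it does not decide its direction. With the 75th percentile over all human miRNAs 192 of 280 calls were higher, with normexp background correction 54 of 284, and without scaling between arrays, where the median tested miRNA rose by 0.67 on the log2 scale, 234 of 238. Among called miRNAs detected on all arrays, with groups that did not overlap, the 5 largest rises were those of miR-223-3p, miR-1246, miR-4534, miR-5703 and miR-630, and the 5 largest falls those of miR-148a-5p, miR-4286, miR-7977, miR-1260a and miR-5100. The signal of miR-1246 rose from 11.76 ± 0.17 (SD, n = 4) to 12.77 ± 0.70 (SD, n = 4) on the log2 scale, a log2 fold change of 1.01 (standard error 0.29, limma adjusted p = 0.00990). The log2 fold changes of miR-4534 and miR-5703 were 0.95 and 0.95. The log2 fold change of miR-4286 was -1.47 (standard error 0.21, limma adjusted p = 3.9e-04), that of miR-7977 -1.33, that of miR-1260a -1.33 and that of miR-5100 -1.31. miR-7977 was not called with quantile normalization, under which it changed by 0, in the authors' processed values under either filter or without scaling. miR-5100 was not called without scaling, and miR-1246 was not called with no filter on detection or with every feature of the authors' processed values, a test chosen after seeing the data. A further 20 called miRNAs were detected on all UNC1999 arrays and on no DMSO array, and 0 on the DMSO arrays alone. The brightest of these were miR-887-3p, miR-187-5p and miR-877-5p. miR-887-3p, not marked as detected on the DMSO arrays although its signal on each lay above the lowest detected signal, had a log2 fold change of 0.66, and 0.14 with the mean of log2 probe values. miR-187-5p and miR-877-5p were each at least 1.58-fold higher. With normexp background correction these 3 turned lower, with the mean of log2 probe values none of the 3 was called, and with no filter on detection miR-187-5p and miR-877-5p were not called. A fold given as at least a value sets the mean of the UNC1999 arrays against the higher of the lowest detected signal and the miRNA's own signal on the DMSO arrays.

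**Figure D1:**
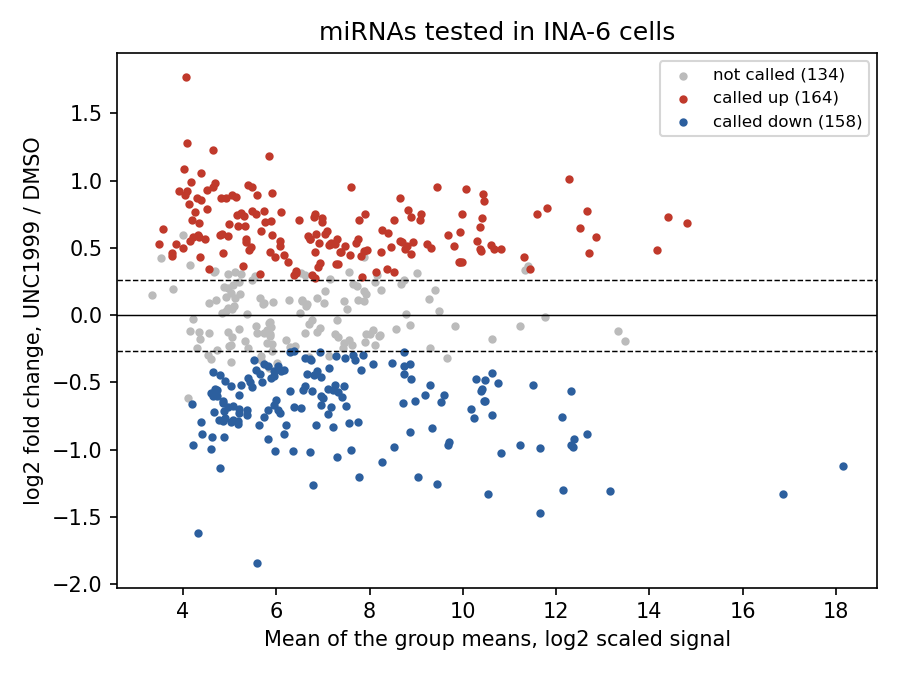
log2 fold change (UNC1999 over DMSO) of the 456 miRNAs tested against the mean of their log2 scaled signals in both groups. Each point is a miRNA, with the 164 called up in red, the 158 called down in blue and the 134 not called in grey, and dashed lines mark a 1.2-fold change. The division between up and down moves with the scaling between arrays, as in the 234 of 238 calls that were higher without scaling.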

We found that EZH2 inhibition resulted in the downregulation of well-described oncomiRNAs in MM such as miRNAs belonging to the miR-17-92 cluster, miR-106b-25 cluster, and Let-7 family members (Table 1). In addition, EZH2 inhibition also led to upregulation of microRNAs reported to be underexpressed in MM as compared with normal plasma cells and with potential tumor suppressor functions. 

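The genes of the miR-17-92 cluster (MIR17, MIR18A, MIR19A, MIR20A, MIR19B1 and MIR92A1) follow each other in the RefSeq annotation of GRCh38.p14, as do those of the miR-106b-25 cluster (MIR106B, MIR93 and MIR25). Of the 12 mature miRNAs of the miR-17-92 cluster on the array, 8 passed the detection filter and all 8 were called lower after UNC1999 treatment, with log2 fold changes from -1.05 for miR-17-3p to -0.70 for miR-92a-3p. The signal of miR-17-5p fell from 12.83 ± 0.09 to 11.91 ± 0.16 (SD, n = 4 arrays each), a log2 fold change of -0.92 (standard error 0.11, limma adjusted p = 1.1e-04). In the miR-106b-25 cluster 3 of 6 mature miRNAs passed and all 3 were called lower, with log2 fold changes of -0.43 for miR-106b-5p, -0.48 for miR-25-3p and -0.55 for miR-93-5p, and 0 of the 3 were below 0 without scaling. With the 75th percentile over all human miRNAs 0 of these 3 were called, and 2 with normexp background correction. That percentile lies among miRNAs not detected, and so scales the arrays by signals near the background. In the Let-7 family 7 of 9 miRNAs passed and 6 were called lower, while Let-7b-5p changed by -0.13 (limma adjusted p = 0.27), and 3 of the 7 were below 0 without scaling and 2 when scaled to the labelling spike-ins. With the 75th percentile over all human miRNAs 6 of the 7 were below 0 and 3 were called lower. Let-7d-5p fell most, by 1.01 on the log2 scale. As sets against the other tested miRNAs (limma's camera test with its preset correlation, two-sided), the clusters and the family were lower with p = 5.0e-05, 0.0484 and 0.00690, and 1.5e-04, 0.0484 and 0.0104 after adjustment over the 3 sets. All 3 were also lower by limma's fry test, and none passed 0.05 when camera estimated the correlation between members. The set test of the miR-106b-25 cluster did not pass 0.05 under 16 of its 26 alternatives. Of the 35 splits of the 8 arrays into 4 and 4, the real one included, 4 gave a p as small for the miR-106b-25 cluster and 11 for the Let-7 family, so that chance cannot be excluded for these as sets. For the miR-17-92 cluster 1 did, the real one. The study chose this cluster on the same arrays, so its count decides nothing and its p is not independent evidence. Of the 17 miRNAs that Table 1 lists as down, 17 were called lower, and 17 adjusted over the list alone. The study chose this list on the same samples, so the second count is not independent evidence. The 4 values of each group did not overlap for any of the 17. Relative to the median tested miRNA, the median log2 fold change of the 17 was -0.93, and it was -0.88 with quantile normalization and -0.36 with normexp background correction, with 15 of the 17 below the median under the last. Scalings that multiply each array by 1 factor move the 17 and the median alike and do not test this. With the 75th percentile over all human miRNAs 13 of the 17 were called, and Let-7f-5p, Let-7i-5p, miR-106b-5p and miR-25-3p were not. With no filter on detection 14 were called, without Let-7c-5p, Let-7f-5p and Let-7i-5p, and with normexp background correction 16, without miR-106b-5p. Their direction was not the same under every scaling. Without scaling between arrays 13 of the 17 were lower and 1 was called, with miR-106b-5p at 0.27 and miR-25-3p at 0.21 on the log2 scale. When the arrays were scaled to the labelling spike-ins, a scaling chosen after seeing the data, 11 were lower and 1 was called, and miR-92a-3p stood at 0.12.

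**Figure D2:**
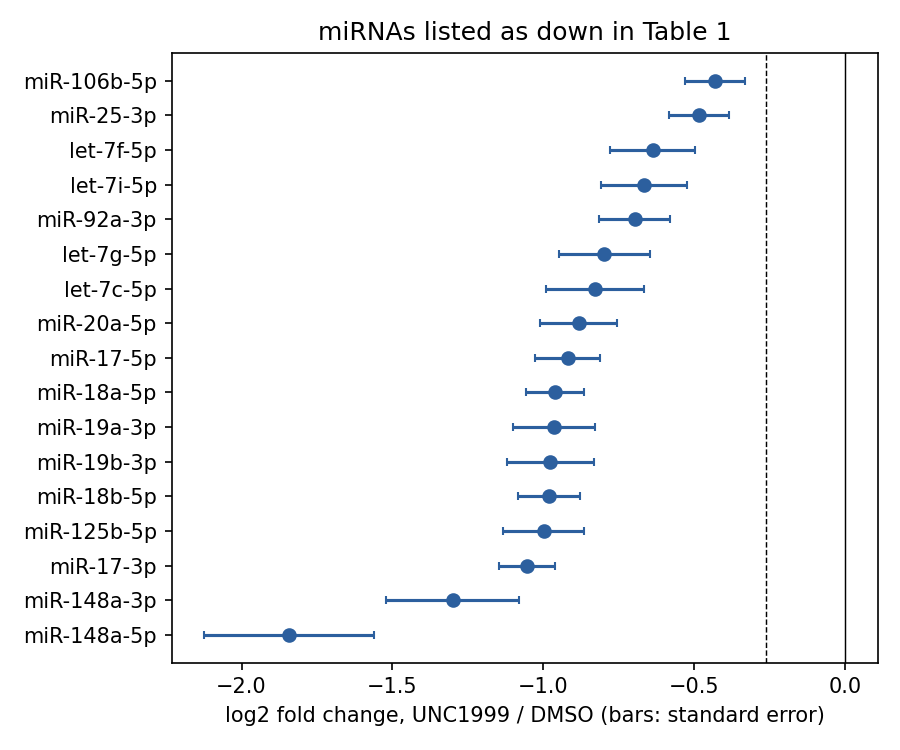
log2 fold change (UNC1999 over DMSO, 4 arrays each) of the 17 miRNAs listed as down in Table 1, scaled to the 75th percentile of detected miRNAs. Points are the estimates, bars 1 standard error, and the dashed line marks a 1.2-fold fall. All 17 lie between -1.84 and -0.43 under this scaling, and without scaling 13 of the 17 are below 0.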

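Of the 9 miRNAs that Table 1 lists as up, 9 were called higher after UNC1999 treatment, and 9 adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. With no filter on detection 5 of the 9 were called higher. With normexp background correction 3 of the 9 were called higher and 1 was called lower, and 5 were below 0, miR-125a-3p and miR-198 among them. Normexp adds an offset of 50 to every spot before scaling, and dim signals then follow the scaling in part. Their fall under it does not decide their direction. This correction moved the median tested miRNA to -0.29. Relative to that median the 9 had a median log2 fold change of 0.12 and 1 of them was below it, and miR-125a-3p stood 0.12 above it. Among the miRNAs given there as downregulated in MM, miR-198 was detected on 4 of 4 UNC1999 arrays and 0 of 4 DMSO arrays. It was at least 1.74-fold higher after treatment, and its values did not overlap between the groups (exact permutation test, two-sided, p = 0.029).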

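The miRNAs listed in Table 1 as DNA hypermethylated in MM or upregulated by a demethylating drug differed in how far their signal lay above the background. miR-1290, miR-223-3p and miR-630 were detected on all 8 arrays. The log2 fold change of miR-1290 was 0.75 (standard error 0.16, limma adjusted p = 0.00251), that of miR-223-3p 1.18 (standard error 0.19, limma adjusted p = 5.7e-04) and that of miR-630 0.94 (standard error 0.12, limma adjusted p = 1.8e-04). miR-601 was detected on 2 of 4 DMSO arrays and on 4 of 4 UNC1999 arrays, with a log2 fold change of 0.69 (standard error 0.19, limma adjusted p = 0.00895). miR-765 was detected on 1 of 4 DMSO arrays and 4 of 4 UNC1999 arrays. Its signals were 3.87 ± 0.48 and 4.64 ± 0.45 (SD, n = 4) and overlapped between the groups (exact permutation test, two-sided, p = 0.11), although limma called it with an adjusted p of 0.0234. It was no longer called when DMSO replicate 2, UNC1999 replicate 2 or UNC1999 replicate 4 was left out, with log2 fold changes of 0.60, 0.62 and 0.65 against 0.77 with all arrays. miR-877-5p was detected on 0 of 4 DMSO arrays and 4 of 4 UNC1999 arrays. It was not called with the mean of log2 probe values, at 0.023. With normexp background correction miR-601, miR-765 and miR-877-5p turned lower and miR-223-3p, at 0.037, was not called. These are dim signals, for which the offset added by this correction leaves the direction undecided. With no filter on detection miR-601, miR-765, miR-877-5p and miR-1290 were not called, and miR-765 was not called with the array row as a block.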

Of particular importance, miRNAs previously suggested to be epigenetically repressed via DNA methylation in MM were here shown to be upregulated upon EZH2 inhibition (Table 1).

**Table 1:** UNC1999 differentially regulated microRNAs that are relevant to MM based on previous observations

miRNA	Regulation	Comments	Refs
miRs-17-3P and 5p, miR-18a-5p, miR-18b-5P, miR-19a-3p, miR-19b-3p and 92a-3p	Down	OncomiRNAs; belongs to the miR-17-92 cluster; positively regulated by c-MYC and overexpressed in MM. members of the miR-17-92 cluster target SOCS1 and BIM.	[46, 47, 49]
Let-7c-5p, Let-7f-5p, Let-7g-5p and Let-7i-5p	Down	Members of the Let-7 oncomiRNA family; overexpressed in MM; promote angiogenesis	[49]
miR-106b and miR-25-3p	Down	OncomiRNA; belongs to the miR-106b-25 cluster; overexpressed in MM; controls P53 activity	[46, 48, 49]
miRs-125b	Down	OncomiRNA, targets P53.	[51]
miR-20a-5p and miR-148a	Down	Over expressed in MM compared with normal PCs with a prognostic value	[66]
miR-125a-3p, miR-198	Up	Downregulated in MM cell lines and patient samples; upregulated in MM cell lines upon treatment with 5´-aza	[46, 54–56]
miR-601, miR-765, miR-877-5p	Up	DNA hypermethylated in MM patients samples, upregulated in MM cell lines upon treatment with 5-aza-CdR	[44]
miR-1290, miR-223-3p, miR-320c, miR-630	Up	Upregulated in MM cell lines upon treatment with 5-aza-CdR	[44]

### MiR-125a-3p and miR-320c are predicted to target IRF-4, XBP-1 and BLIMP-1 transcripts

Having demonstrated that EZH2 inhibition reduces the expression of oncogenes either previously involved in genetic aberrations or strongly associated to growth in MM; IRF-4, XBP-1, BLIMP-1 and c-MYC, we used the microRNA.org resource [25] to identify which of the miRNAs predicted to target these genes were regulated by UNC1999. Focusing on the upregulated miRNAs, we identified two miRNAs: miR-125a-3p and miR-320c to be common regulators of IRF-4, XBP-1 and BLIMP-1 transcripts (Figure 2A). This analysis did not, however, find miRNAs predicted to target c-MYC to be regulated by UNC1999. 

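On the scaled arrays the signal of miR-125a-3p was 6.62 ± 0.04 (SD, n = 4) in DMSO-treated cells and 6.92 ± 0.11 (SD, n = 4) after UNC1999 treatment, a log2 fold change of 0.30 (standard error 0.09, limma adjusted p = 0.0151). That of miR-320c was 9.55 ± 0.09 and 10.07 ± 0.05 (SD, n = 4 each), a log2 fold change of 0.51 (standard error 0.09, limma adjusted p = 9.8e-04). Both were detected on all 8 arrays, and for both every UNC1999 value was higher than every DMSO value (exact permutation test, two-sided, p = 0.029). The other arm of the miR-125a hairpin, miR-125a-5p, was detected on 0 of the 8 arrays. miR-320c was called higher under all 25 alternatives run for single miRNAs, with log2 fold changes from 0.43 to 1.33. miR-125a-3p was the smaller change and lay close to the threshold. With the scanner software's own sum per miRNA it rose by 0.22 and was not called, and with normexp background correction it changed by -0.17. Without DMSO replicate 3 or without UNC1999 replicate 4 its log2 fold change was 0.26 or 0.25, under the 1.2-fold threshold. Figure 2A also lists miR-193a-3p and miR-520e. miR-193a-3p was detected on no DMSO array and on all UNC1999 arrays, at least 1.13-fold higher, and miR-520e was detected on 1 of 4 DMSO arrays and 4 of 4 UNC1999 arrays, with a log2 fold change of 0.87 (standard error 0.15, limma adjusted p = 9.9e-04). Both turned lower with normexp background correction, neither was called with the mean of log2 probe values, at 0.11 for miR-193a-3p and 0.25 for miR-520e, and miR-193a-3p was not called with no filter on detection. Normexp adds an offset of 50 to every spot before scaling. Dim signals, that of miR-125a-3p included, then follow the scaling in part, so that turning lower under it does not decide their direction. The target predictions were not recomputed. From the rise of these miRNAs and their predicted target sites, the paper identifies miR-125a-3p and miR-320c as common regulators of IRF-4, XBP-1 and BLIMP-1.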

Using qPCR, we confirmed the upregulation of miR-125a-3p and miR-320c at the primary (Figure 2B) and mature (Figure 2C) levels in the MM INA-6 and LP-1 cell lines. For the in depth analysis we included additional miRNAs previously shown to target c-MYC i.e. miR-126 and miR-494. By qPCR we show that EZH2 inhibition using UNC1999 resulted in the upregulation of miR-494 (Figure 2B and 2C), but not miR-126 (data not shown) in the MM INA-6 and LP-1 cell lines. Kinetics of primary microRNA expression in the INA-6 cell line revealed that UNC1999 induced the expression of primary microRNAs at 72 hours post-treatment, which peaked at 120 hours post-treatment with UNC1999 (Supplementary Figure 3).

**Figure 2:**
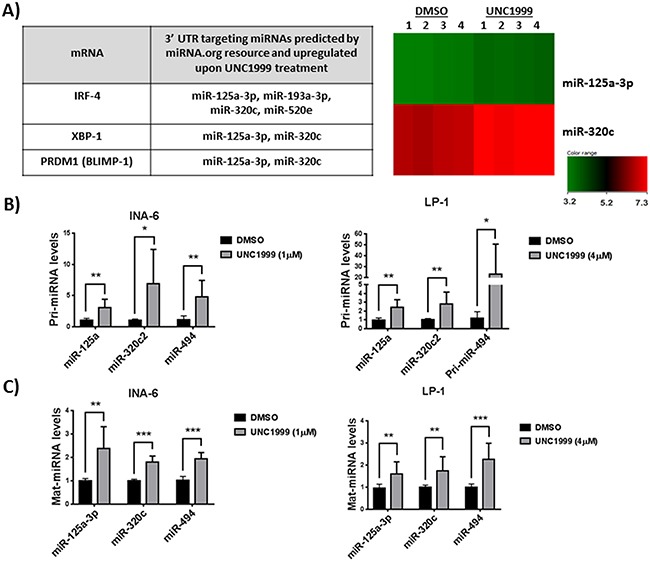
EZH2 inhibition induces the expression of miR-125a and miR-320c that are predicted to target IRF-4, XBP-1 and BLIMP-1 **A.** miRNAs predicted by miRNA.org resource to target IRF-4, XBP-1 and BLIMP-1 and to be upregulated by EZH2 inhibition in the MM INA-6 cell line. Heatmap analysis shows changes in expression of miR-125a and miR-320c in four independent biological experiments. INA-6 cell line was treated with 1μM of UNC1999 for 5 days. QRT-PCR validation of primary miRNA **B.** and mature miRNA **C.** in two MM cell lines, INA-6 treated with 1 μM of UNC1999 and LP-1 treated with 4 μM of UNC1999 for 5 days. Upregulation of miR-494 that is known to target c-MYC was detected by qRT-PCR but not in mature miRNA array. RNU6B was used as housekeeping miRNA. DMSO was used as control treatment. Error bars represent standard deviation of three independent biological experiments. P-values were calculated using student t-test GraphPad prism, P-value: *≤ 0.05; **≤0.01; ***≤0.001.

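On the single arrays the log2 scaled signal of miR-125a-3p was 6.65, 6.56, 6.65 and 6.60 in DMSO replicates 1 to 4 and 6.85, 6.93, 6.82 and 7.07 in UNC1999 replicates 1 to 4. It was read by 3 probes, which rose by 0.36, 0.33 and 0.22 on the log2 scale. miR-320c was read by 2 probes, which rose by 0.95 and 0.27 (exact permutation test for each probe, two-sided, p = 0.029). The other members of the miR-320 family were lower after UNC1999 treatment. The log2 fold change of miR-320a was -0.29 (standard error 0.10, limma adjusted p = 0.0266) and those of miR-320b, miR-320d and miR-320e were -0.43, -0.36 and -0.36, all called. These members were higher after treatment without scaling between arrays and when scaled to the spike-ins. With the spike-ins, a scaling chosen after seeing the data, miR-320a at 0.52 and miR-320e at 0.46 were called higher. None of the 4 was called with the 75th percentile over all human miRNAs, miR-320b alone with normexp background correction, and miR-320b and miR-320d alone with no filter on detection. miR-320a also lost its call with the array row as a block and with every feature of the authors' processed values, a test chosen after seeing the data. It lost its call with any of DMSO replicates 2 and 3 or UNC1999 replicates 1, 3 and 4 left out, its log2 fold change ranging from -0.36 to -0.25. Within each array, where scaling has no part, the log2 ratio of miR-320c to the mean of the other members was 0.88 ± 0.09 (SD, n = 4) in DMSO-treated cells and 1.76 ± 0.15 (SD, n = 4) after UNC1999 treatment (exact permutation test, two-sided, p = 0.029).

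**Figure D3:**
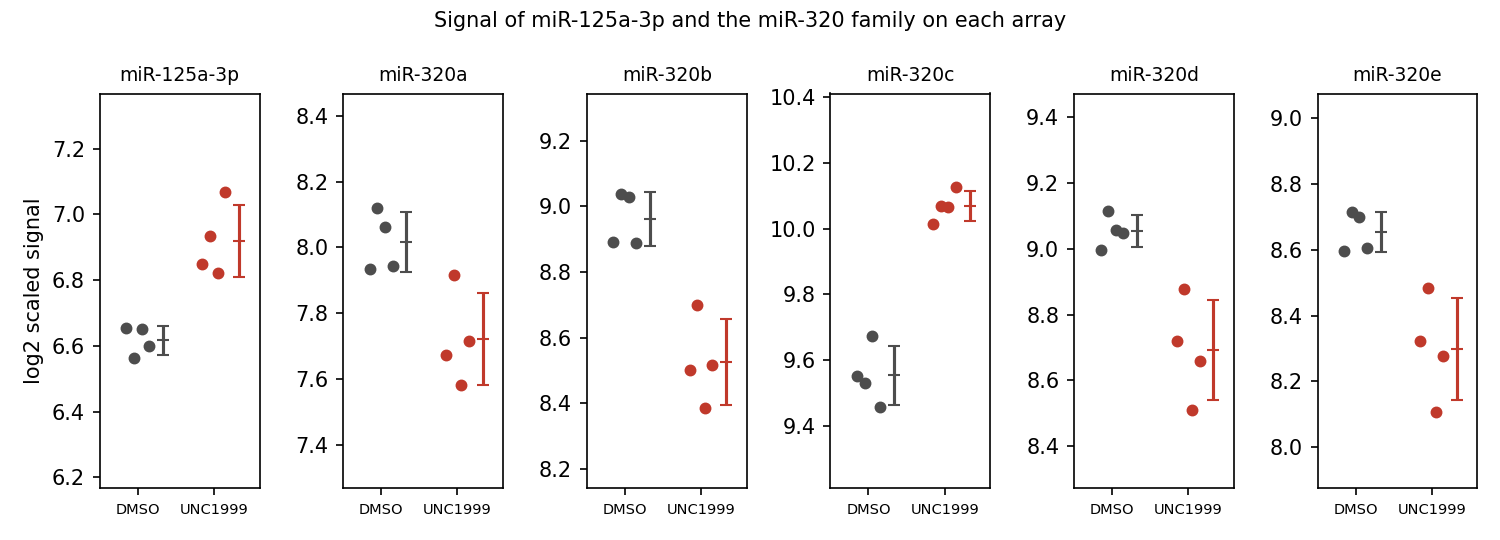
log2 scaled signal of miR-125a-3p and the members of the miR-320 family on each array, DMSO in grey and UNC1999 in red. Points are arrays, in the order of replicates 1 to 4, bars are the mean ± SD (n = 4), and every panel spans the same range of log2 units. miR-125a-3p and miR-320c are higher and miR-320a, miR-320b, miR-320d and miR-320e lower on the UNC1999 arrays under this scaling, the last 4 being higher without scaling and with the spike-ins.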

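miR-494-3p was detected on all 8 arrays of INA-6 cells, at 11.27 ± 0.24 (SD, n = 4) after DMSO and 11.19 ± 0.09 (SD, n = 4) after UNC1999 treatment on the log2 scale. The miR-494-3p log2 fold change was -0.08 (standard error 0.13, limma adjusted p = 0.557), a difference smaller than the spread between the arrays (exact permutation test, two-sided, p = 0.54). Its sign changed with the scaling, at 0.61 without scaling between arrays and 0.024 with quantile normalization. It was called, as higher, under 1 alternative, the scaling to the labelling spike-ins chosen after seeing the data, at 0.73 (limma adjusted p = 0.0148, against a range of 0.0148 to 0.941 over all settings). miR-494-5p, miR-126-3p and miR-126-5p were detected on 0 of 8 arrays.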

### MiR-125a and miR-320c are targets of EZH2 and H3K27me3 in MM cell lines and primary cells

To investigate whether miR-125a and miR-320c are direct polycomb targets in MM we performed chromatin immunoprecipitation followed by qPCR (ChIP-qPCR) to study EZH2 and H3K27me3 enrichment at the miRNA coding regions. Figures 3A and Supplementary Figure 4A show that both miR-125a and miR-320 genes are enriched for EZH2 and H3K27me3 in the MM INA-6 and LP-1 cell lines. We could also show that miR-125a and miR-320c are targets of H3K27me3 in purified CD138^+^ malignant plasma cells from newly diagnosed patients (Figure 3B). The enrichment of EZH2 and H3K27me3 mark at the miRNA regions was similar to that detected at the promoter regions of the control genes GATA2 or ID2, previously defined as PRC2 targets (Figures 3A, 3B and Supplementary Figure 4A). Upon treatment with the EZH2 inhibitor UNC1999 in MM cell lines, the enrichment of EZH2 and H3K27me3 mark at the analyzed regions were reduced (Figure 3C and Supplementary Figure 4B). Importantly, reduced levels of H3K27me3 mark upon EZH2 inhibition were not due to reduced total histone H3 levels (Figure 3D and Supplementary Figure 4C).

**Figure 3:**
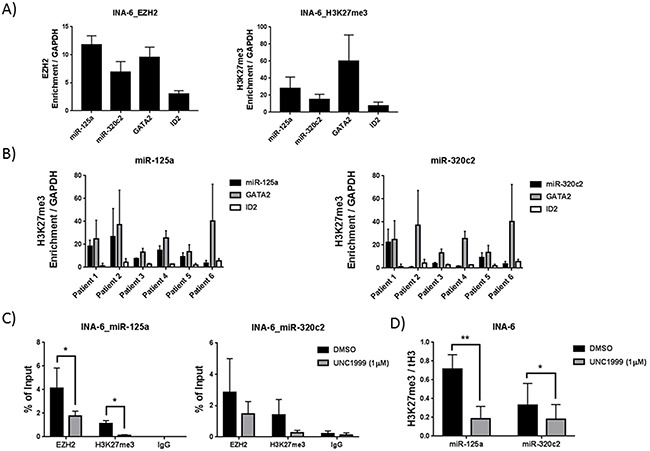
MiR-125a and miR-320c are polycomb targets in MM cell lines and primary cells as determined by ChIP-qPCR **A.** EZH2 and H3K27me3 enrichment at miR-125a and miR-320c gene bodies in the MM INA-6 cell line. **B.** H3K27me3 enrichment at the miR-125a and miR-320c gene bodies in CD138+ myeloma cells purified from newly diagnosed patients. GATA2 and ID2 promoter regions were used as positive control for enrichments, while GAPDH promoter region was used as negative control. Enrichment was represented relative to the negative control, GAPDH. **C.** EZH2 inhibition using UNC1999 reduces the occupancy of EZH2 and H3K27me3 mark at miR-125a and miR-320c gene bodies. **D.** Reduced levels of H3K27me3 mark at miR-125a and miR-320c upon UNC1999 treatment was independent of total histone H3 levels. INA-6 cell line was treated with 1 μM of UNC1999 for 5 days. DMSO was used as control treatment. Error bars represent standard deviation of three independent biological experiments for cell lines and two technical qPCR runs for patient samples. P-values were calculated using student t-test GraphPad prism, P-value: *≤ 0.05; **≤0.01.

## DISCUSSION

Multiple Myeloma (MM) is a hematological malignancy characterized by the accumulation of malignant antibody producing plasmablasts/plasma cells in the bone marrow (BM) [1, 2]. Disease associated clonal and inter-patient heterogeneity has hampered identification of a common underlying mechanism for disease establishment and slowed the development of novel targeted therapies [3, 4, 26, 27]. We recently identified a common H3K27me3-marked chromatin profile mediated by EZH2 among MM patients that correlates to gene silencing in advanced stages of the disease and to poor clinical outcome [18, 23]. Furthermore, we and others have demonstrated that EZH2 provides a potential therapeutic target in MM by using highly selective inhibitors of EZH2 *in vitro* [23, 24] and *in vivo* [24]. Here we further investigated the anti-myeloma effects mediated by pharmacological inhibition of EZH2 by focusing on downregulated genes in MM and the molecular mechanisms underlying this observation.

In the present study, we performed gene expression array in the MM INA-6 cell line treated with UNC1999 for 5 days. In agreement with our previous gene expression profiling upon 72 hours inhibition of EZH2 [23], we found that EZH2 inhibition led to reactivation of genes involved in apoptosis and cell differentiation and downregulated genes related to cell signaling and metabolism. This further solidifies our proposed function of EZH2 in MM in repressing tumor suppressor genes involved in apoptosis and cell differentiation. Notably, long-term inhibition of EZH2 also significantly reduced the expression of non-PRC2 target genes. These genes were over-represented among actively transcribed genes harboring the H3K4me3 mark in MM patients as previously defined by us using RNA- and ChIP-Seq [23]. Interestingly, we found IRF-4, XBP-1, BLIMP-1 and c-MYC to be downregulated upon EZH2 inhibition. IRF-4, XBP-1 and BLIMP-1 are essential transcription factors promoting normal B-cell development by inducing germinal center exit and plasma cell differentiation [28–30]. In addition, these transcription factors have also been suggested to have a major impact on MM pathogenesis. Shaffer et al. demonstrated that MM cells are addicted to IRF-4 by showing an absolute requirement of IRF-4 for MM growth irrespective of the transforming genetic event [31]. The importance of XBP-1 and BLIMP-1 in MM pathogenesis has been demonstrated by their frequent upregulation in MM and as drivers of MM pathogenesis in murine models [32–34]. Deregulation of c-MYC expression is important for MM cells survival [35, 36] and has been implicated as one of the important events in disease progression from the pre-malignant MGUS to MM in both human [37] and in murine MM models [38]. Thus, our results imply EZH2 inhibition as a novel strategy for anti-MM therapy due to downregulation of MM-associated oncogenes.

We investigated the possibility that EZH2 regulates the transcription of non-protein coding PRC2 targets i.e. miRNAs as a potential underlying mechanism for the downregulation of IRF-4, XBP-1, BLIMP-1 and c-MYC upon EZH2 inhibition. In this study, the analysis of global expression profiling of mature microRNAs revealed 206 miRNAs to be differentially regulated by EZH2 inhibition of which 118 were upregulated and 88 were downregulated. Among these miRNA were candidates predicted to negatively regulate the above mentioned MM-associated oncogenes at the post-transcriptional level. MiRNAs are small endogenous non-coding single stranded RNAs of about 22 nucleotides that negatively regulate gene expression post-transcriptionally [39]. Aberrant miRNA expression and/or function in MM have been attributed to genetic lesions e.g. chromosomal translocations and copy number variations [40–43] as well as to deregulation in epigenetic mechanisms e.g. DNA methylation [44, 45]. So far, less is known regarding the role of polycomb and H3K27me3 in regulating miRNA expression.

Among the miRNAs reduced by EZH2 inhibition were miRNAs found to belong to the miR-17-92 cluster, miR-106b-25 cluster and Let-7 family members, previously reported to function as oncogenes in MM [46–50]. MiR-17-92 cluster has been suggested to function as oncomiRNA in MM, as members of this cluster were shown to target tumor suppressor genes such as the pro-apoptotic BIM [46, 47]. In a similar manner, miR-106b-25 cluster [46, 48] and miR-125b [51] have been shown to possess oncogenic properties through modulating the activity of the tumor suppressor gene P53. In collaboration with miR-17-92 cluster, the Let-7 family members have been denoted a role in enhancing MM angiogenesis [50]. Interestingly, miR-17-92 and miR-106b-25 clusters expression has also been suggested to be positively regulated by c-MYC [52, 53]. In the present study, we observed that EZH2 inhibition reduced the expression of c-MYC in MM cell lines. Thus, EZH2 inhibition indirectly contributes to the downregulation of oncomiRNAs positively regulated by c-MYC such as the miR-17-92 and miR-106b-25 clusters.

Turning to the set of upregulated miRNAs that could represent direct targets of polycomb, we could show that EZH2 inhibition resulted in upregulation of miRNAs previously reported to be underexpressed in MM. This would be indicative of their potential function as tumor suppressors [46, 54]. Interestingly, in our study EZH2 inhibition also induced the expression of miRNAs that have been previously identified to be epigenetically silenced by DNA methylation in MM patients and cell lines e.g. miR-198, miR-601, miR-125a-3p and miR-320c [44, 55]. To evaluate the possibility that EZH2 inhibition upregulated miRNAs that would target the downregulated MM-associated oncogenes in this study, we used the microRNA.org resource [25]. We identified miR-125a and miR-320c as common regulators of IRF-4, XBP-1 and BLIMP-1, and to be upregulated upon EZH2 inhibition. However, this analysis did not detect any miRNAs predicted to target c-MYC to be regulated by UNC1999. We confirmed the observed upregulation of miR-125a and miR-320c in the array upon EZH2 inhibition at the primary and mature miRNA levels in two MM cell lines; INA-6 and LP-1. Furthermore, we could demonstrate that miR-125a and miR-320c are targets of EZH2 and H3K27me3 in both MM cell lines. More importantly, we could show that miR-125a and miR-320c harbor the H3K27me3 mark in MM patient cells, suggesting that they are common polycomb targets in MM.

Recently, miR-125a was shown to be underexpressed in MM as compared with normal plasma cells [54, 56]. Others have predicted miR-125a to target IRF-4 and BLIMP-1 3′UTR regions by using TargetScan and RNAhybrid software programs [57]. Gururajan et al. further demonstrated that miR-125a expression is regulated during B-cell maturation and inversely correlated with the expression of IRF-4 and BLIMP-1. The link to B-cell differentiation is interesting since miR-125a has been shown to be preferentially expressed in germinal center centroblasts but not in plasma cells [57]. This notion further supports our hypothesis that polycomb silencing of genes in MM occurs at a window of B-cell differentiation and favors growth rather than maturation as an important initial step to tumor transformation. MiR-125a-3p [55] and miR-320c [44] have been shown to be silenced by DNA methylation in MM primary cells and cell lines, and to be reactivated using DNA methylation inhibitors. Whether H3K27me3 and DNA methylation cooperate to silence miRNAs with tumor suppressor functions such as miR-125a and miR-320c in MM remains to be further elucidated, and if so, combining EZH2 and DNA methylation inhibitors could prove beneficial to target the malignant plasma cell.

In the present study, we also evaluated the effects of EZH2 inhibition on the expression of two miRNAs that were demonstrated to target c-MYC; miR-126 and miR-494. We found that EZH2 inhibition increased the expression of miR-494, but not miR-126. MiR-494 has previously been suggested to be a polycomb target and to post-transcriptionally regulate c-MYC in other B-cell tumors [58]. Recently, miRNA-494 was reported to be a part of a regulatory loop between EZH2 and c-MYC in B-cell lymphoma [59]. It is very tempting, therefore, to speculate that miRNAs operate in loops to also regulate EZH2 and other oncogenes associated to MM. One of the most interesting properties of miRNAs is their ability to target multiple molecules, frequently in the context of a network, which makes them potential therapeutic agents in tumors including MM [60, 61]. Since overexpression of a few tumor suppressor miRNAs or their mimics have shown some anti-MM activity *in vitro* [44, 55] and *in vivo* [62, 63] the potential use as anti-MM agents of miR-125a and miR-320c, identified as tumor suppressor miRNAs in this study, should be thoroughly evaluated in relevant models of MM.

In conclusion, this study supports our previous results on the potential use of EZH2 as a therapeutic target in MM. We now provide new mechanistic insights on the anti-MM effects mediated by EZH2 inhibition via upregulation of tumor suppressor miRNAs and subsequent downregulation of MM-associated oncogenes. We present for the first time a global expression profiling of miRNAs in response to EZH2 inhibition and propose EZH2 and H3K27me3 as regulators of tumor suppressor miRNAs in MM. We define miR-125a and miR-320c as polycomb targets and novel tumor suppressor miRNAs in MM, and suggest their potential therapeutic use for targeting the disease.

## MATERIALS AND METHODS

### Cell culture, treatment and reagents

All MM authenticated cell lines [64] used in this study were maintained in RPMI-1640 AQmediaTM (Sigma) supplemented with 10% FBS (Sigma), 1% GlutaMax™ (Gibco) and antibiotics (penicillin 100 U/ml and streptomycin 50 mg/ml; Sigma) at 37°C in a humidified 5% CO_2_ in-air atmosphere. The INA-6 cell line was cultured in the presence of Interleukin-6 (IL-6). For experimental setup of the 5 days viability assay, exponentially growing cells were seeded at 100 000 cells/ml overnight before addition of reagents. Medium and reagents were refreshed at day 3. UNC1999 was synthesized according to previously published procedures [65].

### Primary cells

Heparinized bone marrow samples were obtained from newly-diagnosed MM patients in accordance with the Declaration of Helsinki and approved by the local ethics committees of Uppsala and Stockholm (Dnr 2004:M-332 and 2010/1478-32). Written informed consent was obtained from each patient. Mononuclear cells were subjected to CD138 immunomagnetic purification by Whole Blood Column Kit (MACS, Miltenyi Biotec, Paris, France) according to the manufacturer's protocols. Subsequently, the purity of the CD138-enriched fraction was evaluated by May-Grünwald-Giemsa staining (Supplementary Table 3).

### Cell viability assay

MM cell lines were treated with a range of UNC1999 concentrations for 5 days with DMSO used as control treatment. On the day of analysis, cells were seeded in triplicate wells in 96-well flat-bottom plates. Cell viability was assessed using Resazurin assay reduction method using AlamarBlue (Sigma-Aldrich) as previously described [18]. Fluorescence level of at least 5 times of the blank was set as threshold for DMSO control treated sample to be included in the analysis.

### Protein extraction and Western blot

Following treatment with UNC1999 or DMSO for 5 days, MM cell lines were harvested, washed with ice-cold PBS and collected at 1500 *rpm* for 5 minutes. Total cellular protein was extracted using RIPA extraction buffer with freshly added protease inhibitor cocktail. Western blotting protocol was performed as previously described [23]. Histone proteins were extracted using the Episeeker histone extraction kit (Abcam, Ab113476) following the manufacturer's procedure. Antibodies used are listed in Supplementary Table 4.

### Gene (mRNA) expression arrays

Total RNA was extracted using TRIzol® reagent (Invitrogen) and cleaned using the RNeasy MinElute Cleanup Kit (QIAGEN). The labeling of the RNA for microarray and hybridization was done according the Affymetrix manufacturer's protocol (Affymetrix). The data was analyzed using GeneSpring 13 software and the differentially regulated genes were obtained using moderated t-test with the P-value ≤ 0.02 and fold change of 1.5.

### Mature miRNA expression arrays

Total RNA was extracted using TRIzol® reagent (Invitrogen). The microRNA arrays were performed using SurePrint G3 Human miRNA Microarray, Release 21.0, 8 × 60K format, miRBase 21.0 according to the manufacturer's protocol (Agilent Technologies). 

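The authors also deposited a table of processed log2 values for 2042 features, 2031 of them human miRNAs. On each array the values ranked closest to those of its own scanner file among the 8 files, and the 300 brightest sorted values were equal on all arrays within 1e-06, as quantile normalization leaves them. The lowest value was -3.32, the log2 of the 0.1 that the scanner software gives a miRNA not detected. Fitting limma's moderated test to all 2042 features of that table, a choice made after seeing the data, called 206 features, 118 higher and 88 lower, all of them in Supplementary Table 2. The log2 fold changes differed from those of Supplementary Table 2 by at most 1.3e-06.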

The data was analyzed using GeneSpring 13 software and the differentially regulated miRNAs were obtained using moderated t-test with the P-value ≤ 0.05 and fold change of 1.2.

### Reverse transcription and quantitative real time PCR (qRT-PCR) analysis of mRNA, primary- and mature-miRNA

For mRNA and primary-miRNA, reverse transcription using random primers (Invitrogen) was performed on 1 μg of total RNA using SuperScript^TM^ III Reverse Transcriptase (Invitrogen) according to the manufacturer's protocol. For mature-miRNA, reverse transcription was performed using TaqMan® MicroRNA Reverse Transcription Kit (Applied Biosystems) following the manufacturer's instruction. QPCR analysis of mRNA was performed using TaqMan® gene expression assays for IRF-4, XBP-1, BLIMP-1, c-MYC, EZH2 and Actin as housekeeping mRNA(Applied Biosystems). QPCR analysis of primary- and mature-miRNA was performed using TaqMan® gene expression assays for miRNA-125a, miR-320C2, miRNA-494 and RNU6B as housekeeping miRNA (Applied Biosystems).

### Chromatin immunoprecipitation (ChIP)

ChIP was performed on DMSO or UNC1999 treated cell lines and CD138^+^ purified plasma cells using a modified version of the OneDay ChIP kit (Diagenode, Liège, Belgium) as previously described [18]. Chromatin was crosslinked with 1% formaldehyde for 10 minutes at room temperature, followed by 5 minutes treatment with 1 M glycine to stop crosslinking. Chromatin was sonicated (30sec ON/30 sec OFF) for 6 cycles of 5 minutes each at ultrasonic wave output power 320 W in Bioruptor® (Diagenode, Liège, Belgium). Cells were collected and lysed on ice in RIPA extraction buffer with a cocktail of protease inhibitors. Antibodies used are listed in Supplementary Table 4. Precipitated DNA was analyzed by Real Time-qPCR using Platinum® SYBR® Green qPCR SuperMix UDG with Rox (Invitrogen, Carlsbad, CA) and 0.25 mM of each forward and reverse primers. Primer sequences used in this study were, miR-125a: forward primer: 5´-CCCTTCCTCCAGAGCATGAC-3` and reverse primer: 5´-CCATCGTGTGGGTCTCAAGG-3´; miR-320c2: forward primer: 5´-GTTGAGGAGCACTGGGTATGT-3´and reverse primer: 5´-CTTACCCTCTCAACCCA GCTT-3´. The PCR conditions were: 95°C for 2 min followed by 40 cycles of 95°C for 0:30 min and 60°C for 1 min. The run and analysis were performed using Mx3005P instrument and software (Stratagene).

### Statistical analysis

Paired, two-tailed Student t-test was calculated using GraphPad Prism, *: P-value≤0.05, **: P-value≤0.01, ***: P-value≤0.001.

### Accession numbers

The accession number for the raw and processed array data reported in this paper is GEO: GSE87716, with the subseries accession numbers GEO: GSE87714 and GEO: GSE87715 for mRNA arrays and miRNA arrays, respectively.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: EZH2 inhibition in multiple myeloma downregulates myeloma associated oncogenes and upregulates microRNAs with potential tumor suppressor functions
**Source:** Oncotarget. 2016 Dec 30;8(6):10213–24. doi: 10.18632/oncotarget.14378
**Supplement:** Supplementary file 1

## **EZH2 inhibition in multiple myeloma downregulates myeloma associated oncogenes and upregulates microRNAs with potential tumor suppressor functions**

### **SUPPLEMENTARY DATA**

### **SUPPLEMENTARY MATERIALS AND METHODS**

#### **Caspase activation assay**

Cells were seeded at a density of 100 000 cells/ml overnight before addition of reagents. INA-6 and KMS-11

MM cell lines were treated with 1 $\mu$ M or 4 $\mu$ M UNC1999, respectively, or with DMSO as control for 5 days. Medium and reagents were refreshed at day 3. Caspase-3 and -7 activity was measured every 24h using the CellEvent™ caspase-3/7 green detection reagent (Life Technologies) following the manufacturer's protocol.

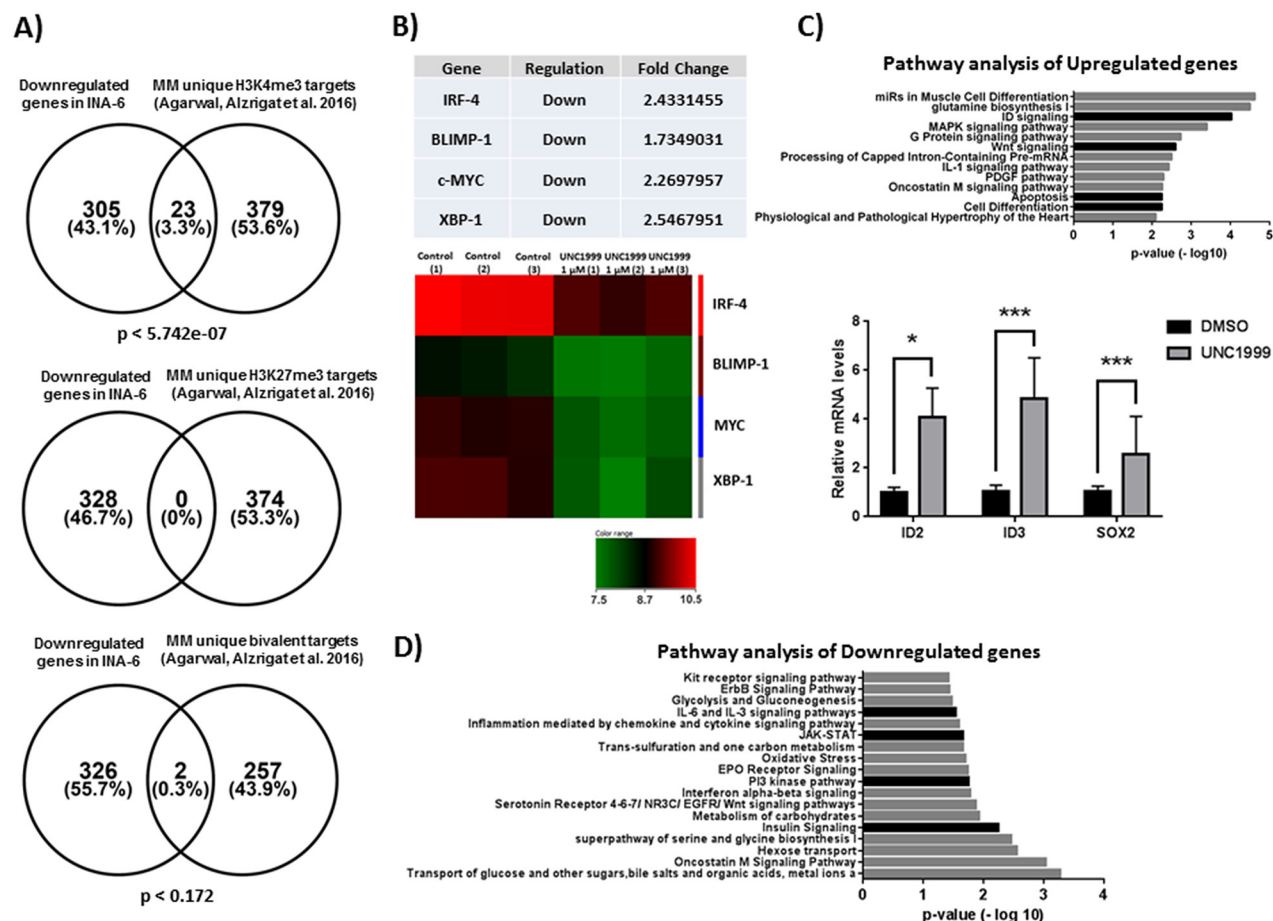

**Supplementary Figure 1: UNC1999 downregulated genes are enriched among MM H3K4me3 targets.** A. UNC1999 downregulated genes in the MM INA-6 cell line are enriched among previously defined H3K4me3 targets unique to MM, as compared with normal plasma cells, but not among MM-unique H3K27me3 and bivalent targets in MM. B. UNC1999 mediated inhibition of EZH2 downregulates the expression of MM-associated oncogenes; IRF-4, BLIMP-1, c-MYC and XBP-1. C. Pathway analysis of upregulated genes and qPCR validation of some selected genes involved in pathways such as apoptosis i.e. ID2 and ID3 and cell differentiation i.e. SOX2. Actin was used as housekeeping gene. D. Pathway analysis of downregulated genes upon EZH2 inhibition in the INA-6 cell line. For all experiments, the MM INA-6 cell line was treated with 1  $\mu$ M of UNC1999 for 5 days. DMSO was used as control treatment. P-values were calculated using student t-test GraphPad prism, P-value: \* $\leq 0.05$ ; \*\*\* $\leq 0.001$ .

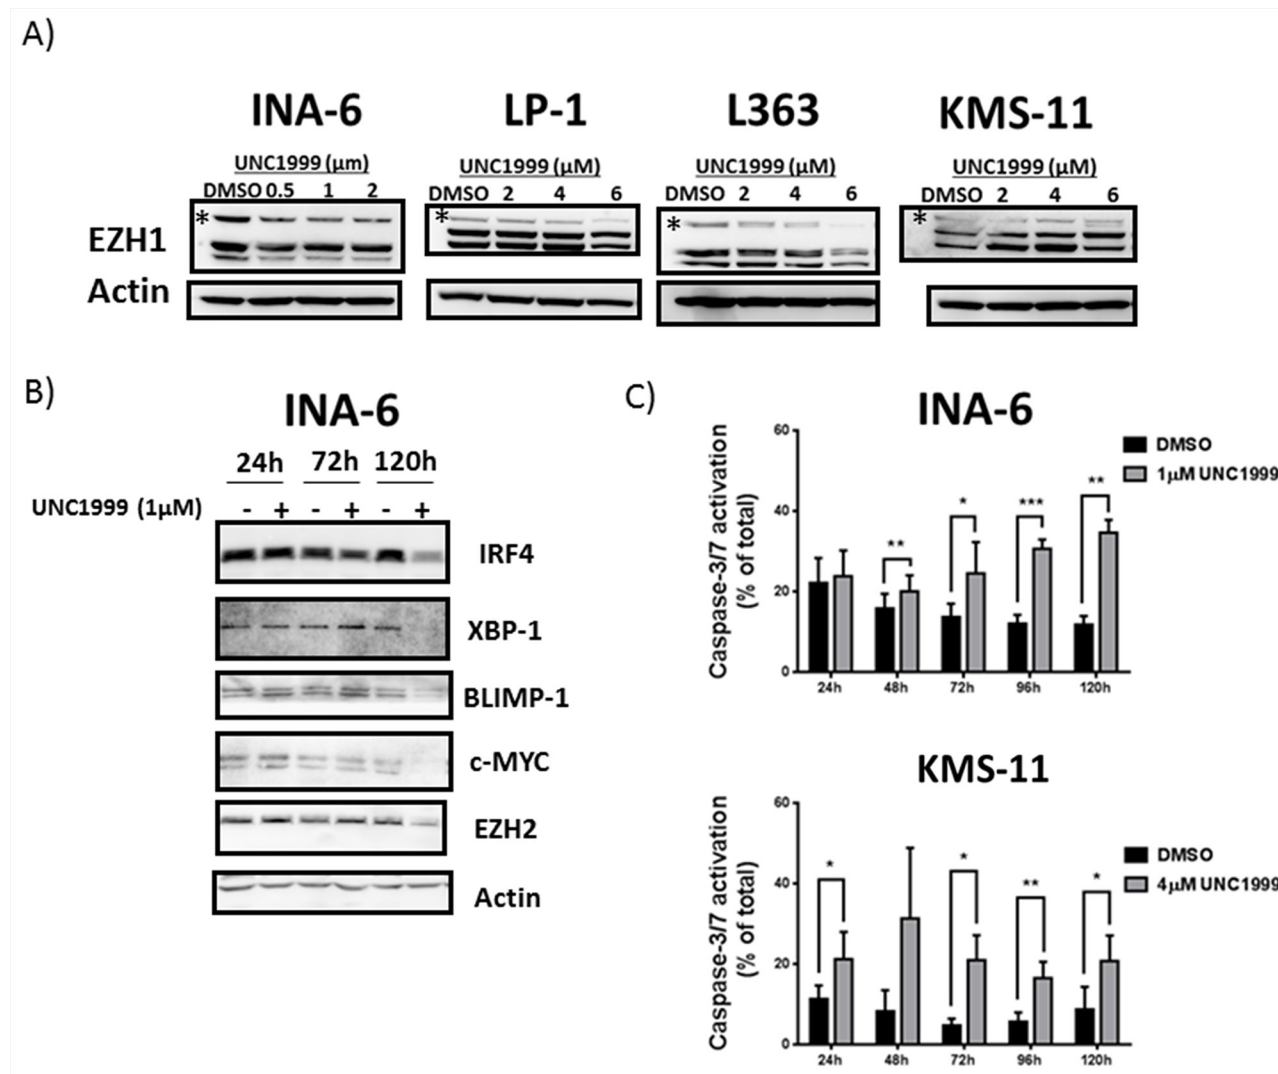

**Supplementary Figure 2: Long-term treatment with UNC1999 is required to downregulate MM associated oncogenes.**

**A.** Long-term treatment (5 days) of INA-6 cell line with 1  $\mu$ M of UNC1999 downregulated EZH1 protein levels. MM cells were treated with a range of UNC1999 concentrations or DMSO for 5 days. \* indicates the 95 KDa band of EZH1. **B.** Kinetics of protein expression over time upon treatment of UNC1999 in the MM INA-6 cell line indicated that long-term treatment with UNC1999 (5 days) is required to downregulate MM-associated oncoproteins. INA-6 was treated with 1  $\mu$ M for the indicated time points. DMSO was used as control treatment. Western blots are representative of three independent biological experiments. **C.** UNC1999 induces a time dependent increase in caspase-3 and -7 activity in INA-6 and KMS-11 cell lines. INA-6 and KMS-11 were treated with 1  $\mu$ M or 4  $\mu$ M UNC1999, respectively, and percentage of cells with activated caspase-3/7 was measured using the CellEvent™ caspase-3/7 green detection reagent (Life Technologies). DMSO was used as control treatment. Error bars represent standard deviation of four independent biological experiments. P-values were calculated using student t-test GraphPad prism, P-value: \* $\leq$  0.05; \*\* $\leq$  0.01; \*\*\* $\leq$  0.001.

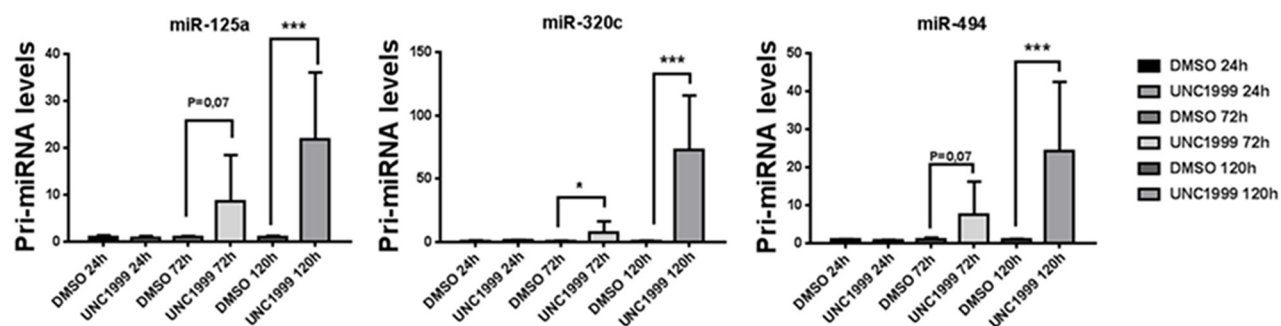

**Supplementary Figure 3: Long-term inhibition of EZH2 is required for reactivation of microRNA genes.** UNC1999 reactivated the expression of microRNA genes as early as 72 hours post-treatment and led to a significant reactivation upon long-term treatment for 5 days. QPCR analysis of primary microRNA in INA-6 cell line treated with 1  $\mu$ M for the indicated time points. DMSO was used as control treatment. RNU6B was used as a house keeping control. Error bars represent standard deviation of three independent biological experiments. P-values were calculated using student t-test GraphPad prism, P-value:  $\leq 0.05$ ;  $***\leq 0.001$ .

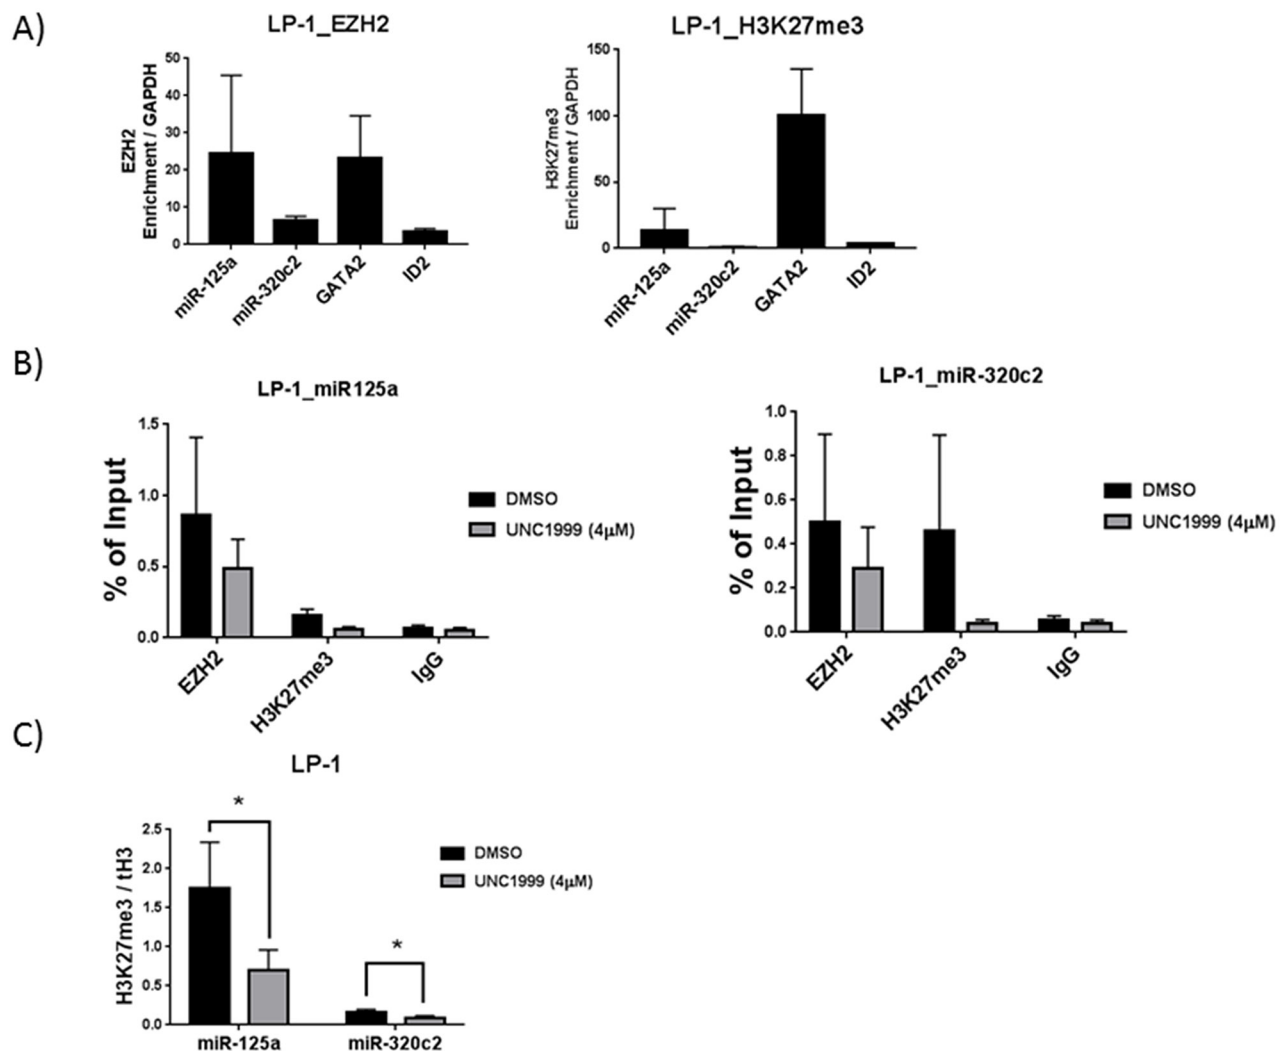

**Supplementary Figure 4: MiR-125a and miR-320c are polycomb targets in MM cells.** EZH2 and H3K27me3 occupancy was investigated at the miR-125a and miR-320c gene bodies in the LP-1 cell line. **A.** EZH2 and H3K27me3 enrichment at miRNAs gene bodies. GATA2 and ID2 promoter regions were used as positive control for enrichments, while the GAPDH promoter region was used as negative control. Enrichment was represented relative to the negative control, GAPDH. **B.** EZH2 inhibition using UNC1999 reduced the occupancy of EZH2 and H3K27me3 mark at miR-125a and miR-320c gene bodies. **C.** Reduced levels of H3K27me3 mark at miR-125a and miR-320c upon UNC1999 treatment was independent of total histone H3 levels. LP-1 cell line was treated with 4  $\mu$ M of UNC1999 for 5 days. DMSO was used as control treatment. Error bars represent standard deviation of three independent biological experiments. P-values were calculated using student t-test GraphPad prism, P-value:  $\leq 0.05$ .

**Supplementary Table 1: UNC1999 differentially regulated mRNAs**

**See Supplementary File 1**

**Supplementary Table 2: UNC1999 differentially regulated miRNAs**

**See Supplementary File 2**

**Supplementary Table 3: Disease status of patients from which CD138+ malignant plasma cells were used for ChIP analysis**

Supplementary Table 4: Antibodies used in this study

| Antibody    | Application                             | Provider                      |
|-------------|-----------------------------------------|-------------------------------|
| IRF-4       | Western Blot (1:500 dilution)           | Santa Cruz (M-17): sc-6059    |
| XBP-1       | Western Blot (1:500 dilution)           | Santa Cruz (M-186): sc-7160   |
| BLIMP-1     | Western Blot (1:500 dilution)           | Santa Cruz (C-7): sc-398699   |
| EZH2        | Western Blot (1:1000 dilution)          | Cell Signaling (AC22)         |
| c-MYC       | Western Blot (1:1000 dilution)          | Abcam (Ab11917)               |
| Actin       | Western blot (1:1000 dilution)          | Santa Cruz (I-19): sc-1616    |
| EZH2        | ChIP                                    | Millipore (AC22): Cat.#17-662 |
| EZH1        | Western Blot (1:3000 dilution)          | Millipore (ABE281)            |
| H3K27me3    | ChIP and Western Blot (1:1000 dilution) | Millipore Cat.#07-449         |
| H3          | ChIP and Western Blot (1:1000 dilution) | Abcam (Ab1791)                |
| IgG control | ChIP                                    | Millipore (AC22): Cat.#17-662 |

How the deposited data were processed for this re-analysis (not part of the article)

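Mature miRNAs of INA-6 cells were measured on 8 single-colour miRNA arrays, 4 after DMSO and 4 after 1 μM of UNC1999 for 5 days. The mRNA arrays, qPCR and ChIP of the paper were not analysed here. The authors deposited the scanner output of each array, made with the scanner maker's extraction software, with a background-subtracted intensity for every spot that is not normalized between arrays, and the software's sum per miRNA, detection calls and outlier marks. They also deposited a table of log2 values of the same arrays, quantile normalized, with miRNAs not detected at or near the log2 of 0.1. The methods name GeneSpring and a moderated t-test with a P-value and a fold change, the statistics section names a paired Student t-test for the paper as a whole, and the paper's text does not name the signal column, the scaling, the floor or a filter. Supplementary Table 2 lists corrected p-values of at most 0.05, so the adjusted p was used as the threshold.

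From the spots, the mean intensity of each probe was taken without outlier spots, between 1336 and 2219 of the 53144 spots of an array, and the probes of a miRNA were summed. Each array was divided by its 75th percentile over the 346 miRNAs detected on all 8 arrays, values under the floor of 8.98, the median over arrays of the lowest scaled signal of a detected miRNA, were raised to it, and log2 was taken. A log2 fold change of a dim miRNA is understated by this floor. The 456 human miRNAs detected on all 4 arrays of at least 1 group were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without a block, and called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.2. Sets were tested with camera and fry of limma, and single values with exact permutation tests of the 8 arrays. For a miRNA detected on all arrays of one group and none of the other, the fold is a lower bound, the mean of the one group against the mean over the other of the higher of the array's lowest detected signal and the miRNA's own. Where the miRNA's own signal was the higher on every such array, as for miR-887-3p, the log2 fold change is given instead.

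The steps were tested on simulated data for DMSO against UNC1999, with 200 of 456 miRNAs changed by known amounts. Of these 92% were recovered, and 2.13% of the calls were false. Both rates hold for the sizes of change and the noise that were simulated. They do not test the choice of scaling on the real arrays, or whether alike arrays held separate samples. Nor do they give the recovery of changes smaller than those simulated.

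Before the data were examined, the alternatives except 3 were set, and the miRNAs to be named were fixed by a rule: every miRNA that the paper names in its text, Table 1 or Figure 2, the miR-320 family, the 5 largest rises and 5 largest falls among called miRNAs detected on all arrays with groups that do not overlap, and the 3 brightest miRNAs detected in one group alone. Where Table 1 names no arm of a miRNA, the arms in Supplementary Table 2 were taken. The alternatives are the scanner software's sum per miRNA, normexp background correction with an offset of 50, other scalings, a floor at 0.1 of the main one, other filters, the mean of log2 probe values, the authors' processed values, another variance model, the replicate number or the array row as a block, leaving out each array, and for counts other thresholds, the paired t-test of the statistics section, paired by replicate number, and the array control RNAs. Normexp was planned on the mean spot intensity and was run on the median, the column in the files. Scaling to the labelling spike-ins, testing every feature of the authors' processed values, and taking the alike pairs of arrays as a block were added after seeing the data. The block sets the arrays on 1 side of the second principal component against the others, 2 arrays of each group on each side. All arrays lay on 1 slide, so that slide could not be a block. The number of arrays limits the precision, and coordinates are not given because the annotation used for gene order has another genome build than the scanner files name.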

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

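Of the settings behind this part, every feature of the authors' processed values, the scaling to the spike-ins and the alike pairs of arrays as a block, the last 2 within the ranges over all settings, were tests chosen after the results were seen. In 90 groups of 4 values the gap of the highest or lowest array to the nearest of the others was divided by the range of the group, and by Dixon's critical value 3 groups stood out where chance gives 4.5. They are therefore no more than chance would give.

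On the log2 scale, Let-7i-5p stood at 5.97 in UNC1999 replicate 1 and between 5.46 and 5.52 in the others. Without this array its log2 fold change was -0.78 in place of -0.67. miR-630 stood at 10.67 in UNC1999 replicate 4 and between 10.48 and 10.51 in the others, and its log2 fold change was 0.89 without this array and 0.94 with it. Both stayed called. miR-193a-3p stood at 3.51 in DMSO replicate 3 and at the floor of 3.17 in the other DMSO arrays. It was detected on no DMSO array, so that the distance is one from the floor and not between measured values. Its log2 fold change was 0.81 without the array and 0.64 with it. No biological explanation was tested.

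Of the 164 miRNAs called higher after UNC1999 treatment, 49 are not in Supplementary Table 2, and neither are 74 of the 158 called lower. Among the 49, miR-1246 was detected on all 8 arrays and, of those so detected, rose most, by 1.01 on the log2 scale. With the authors' processed values and every feature tested, the miR-1246 log2 fold change was 1.35 with a limma adjusted p of 0.0615, over a range of adjusted p from 5.3e-05 to 0.194 across all settings. The number of miRNAs called, 322, was reached by 1 of the 35 ways of splitting the 8 arrays into 4 and 4, the real one. This argues against chance for the number as a whole and not for single miRNAs. It is the smallest share that 35 splits can give, and it takes each array as a separate sample, which the alike pairs leave open. Whether the additional calls come from the scaling, the floor or the number of features tested was examined only through the alternatives, among which the number of calls ranged from 152 to 375. A biological explanation, the treatment, stays open.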

How the results depend on the processing

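Scaling to the spike-ins, testing every feature of the authors' processed values and the alike pairs of arrays as a block were the tests chosen after seeing the data. Where a value below changed its direction or its call, the cause was not tested unless stated. The values are log2 fold changes unless they count miRNAs, and those of the set tests are p from limma's camera, for which permutation of the arrays is given with the other observations.

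miR-320c, miR-630, miR-4534, miR-5703, miR-148a-5p, miR-4286 and miR-1260a kept their direction and their call under all 25 alternatives run for single miRNAs. The set tests of the miR-17-92 cluster and the Let-7 family lost the threshold under 1 of their 26 alternatives, an estimated correlation. These tests set members against the other miRNAs, so that a scaling by 1 factor per array leaves their direction as it was by construction, while 0 of the 3 tested members of the miR-106b-25 cluster were below 0 without scaling. Against the main 322 calls, 164 up and 158 down, the trend and robust variance model gave 322, a floor at 0.1 of the main one 316, the array row as a block 285, the scanner software's sum per miRNA 285, the mean of log2 probe values 283, quantile normalization 305 with 171 up, and adding the array control RNAs 332 with 168 down.

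The processing moved the median change of the tested miRNAs from 0.01 to 0.23 with the 75th percentile over all human miRNAs, -0.29 with normexp, 0.10 with quantile normalization, 0.67 without scaling, 0.18 in the authors' processed values and 0.78 with the spike-ins. The 75th percentile over all human miRNAs lies among miRNAs not detected, and so scales the arrays by signals near the background. With the 75th percentile over all human miRNAs 192 miRNAs were called up and 88 down, miR-494-3p changed by 0.14, 13 of the 17 Table 1 miRNAs listed as down were called, the others being let-7f-5p -0.42, let-7i-5p -0.45, miR-106b-5p -0.21, miR-25-3p -0.26, and miR-320a, miR-320b, miR-320d and miR-320e lost their calls (miR-320a -0.073, miR-320b -0.21, miR-320d -0.14, miR-320e -0.13). Without scaling 234 were called up, 4 down and 1 of the Table 1 miRNAs listed as down, and these turned positive: let-7i-5p 0.031, let-7f-5p 0.059, miR-25-3p 0.21, miR-106b-5p 0.27, miR-320a 0.40, miR-320b 0.26, miR-320d 0.34, miR-320e 0.34, miR-494-3p 0.61. With the spike-ins 295 were called up, 7 down and 1 of those listed as down, and these turned positive: let-7g-5p 0.016, miR-92a-3p 0.12, let-7i-5p 0.15, let-7f-5p 0.18, miR-25-3p 0.33, miR-106b-5p 0.38, miR-320a 0.52, miR-320b 0.38, miR-320d 0.45, miR-320e 0.46, miR-494-3p 0.73. Of those that turned positive with the spike-ins, miR-320a, miR-320e and miR-494-3p were called higher. Scalings that multiply each array by 1 factor shift the listed miRNAs and the median alike, so that the place of the listed miRNAs against the median is no test of them.

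With normexp background correction 54 were called up and 230 down, and 3 of the 9 Table 1 miRNAs listed as up and 16 of the 17 listed as down, without miR-106b-5p (-0.23). Of the 9 listed as up, 1 was called down. Turned lower were miR-125a-3p -0.17, miR-198 -0.26, miR-765 -0.27, miR-193a-3p -0.28, miR-601 -0.29, miR-520e -0.32, miR-887-3p -0.34, miR-877-5p -0.36, miR-187-5p -0.36, while miR-494-3p stood at 0.10. Those that turned lower are dim, and the offset of 50 added to every spot before scaling leaves their direction undecided. miR-320d (-0.22), miR-320a (-0.24) and miR-320e (-0.24) lost their calls.

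With no filter, which tests 2549 miRNAs, 195 were called, 71 up, with 5 of the 9 listed as up and 14 of the 17 listed as down, and let-7c-5p, let-7f-5p, let-7i-5p, miR-601, miR-765, miR-877-5p, miR-1290, miR-193a-3p, miR-187-5p and miR-1246 lost their calls at unchanged fold changes. miR-320a and miR-320e lost their calls at unchanged -0.29 and -0.36. Only miRNAs detected on all arrays gave 248 calls, 109 up and 5 of the 9, since 4 of the 9 were not tested. Tested against a fold of 1.2 (treat), 173 were called, 79 up and 94 down, with 5 of the 9 and 15 of the 17. The paired t-test of the paper's statistics section called 236 at an unadjusted P-value of at most 0.05 and 152 after Benjamini-Hochberg, 65 up and 87 down, with 3 of the 9 and 15 of the 17. With the mean of log2 probe values these were not called: miR-877-5p 0.023, miR-193a-3p 0.11, miR-520e 0.25, miR-887-3p 0.14, miR-187-5p 0.019. Every feature of the authors' processed values gave 206 calls, 88 down, with miR-320a not called at -0.29 and miR-494-3p at 0.093, as in those values under the main filter. miR-494-3p stood at 0.024 with quantile normalization. miR-125a-3p was not called with the scanner software's sum (0.22).

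The miR-106b-25 cluster set test, at 0.0484, passed 0.05 narrowly and lost this under 16 of its 26 alternatives. It stood at 0.0860 with the 75th percentile over all human miRNAs, 0.0631 with the array row as a block, 0.0823 and 0.0683 with detection on all 8 or at least 1 array, 0.202 without scaling, 0.402 with normexp and 0.288 with the spike-ins. With an estimated correlation the values were 0.0685 for the miR-17-92 cluster, 0.212 for the miR-106b-25 cluster and 0.292 for the Let-7 family. The array row as a block left miR-320a at -0.31 and not called.

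The replicate numbers do not pair the samples, since the deviations of DMSO and UNC1999 arrays with the same number correlated across miRNAs at 0.24, 0.38, -0.46 and -0.46 for replicates 1 to 4. With the replicate number as a block 308 miRNAs were called, and miR-125a-3p at 0.30, miR-320a at -0.29 and the miR-106b-25 cluster set test at 0.0642 did not pass the threshold.

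With the alike pairs of arrays as a block 345 miRNAs were called, among them the 322, 17 and 9 of the Table 1 miRNAs listed as down and up kept their calls, and the miR-106b-25 cluster set test stood at 0.0640. This block was taken from the values themselves, which lowers the spread left to the test, so that the additional calls are no evidence of more changed miRNAs.

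With each array left out, the miR-106b-25 cluster set test passed 0.05 only without UNC1999 replicate 2 or 4 and ranged from 0.0398 to 0.0681, miR-125a-3p from 0.25 to 0.33, miR-320a from -0.36 to -0.25 and miR-494-3p from -0.20 to 0.011, the last without DMSO replicate 4. miR-125a-3p was not called without DMSO replicate 3 (0.26) or UNC1999 replicate 4 (0.25), and miR-320a without DMSO replicate 2 or 3 or UNC1999 replicate 1, 3 or 4. Signal over background limits the 76 called miRNAs that were not detected on all arrays, whose log2 fold changes can rest on values at or near the floor.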

Differences from the paper's values

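The paper gives 206 differentially regulated miRNAs, 118 up and 88 down, and 322 were called here, 164 up and 158 down. The total and the number down differ by more than 1.5 times. Of the alternatives set before the data were examined, the total came within 1.5 times of the paper's with every one except a floor at 0.1 of the main one, detection on at least 1 array, the trend and robust variance model, the unadjusted p, the array control RNAs and leaving out DMSO replicate 1, 3 or 4. The number down came within 1.5 times with the 75th percentile over all human miRNAs, which gave 88, no filter (124), the authors' processed values (117), a test against a fold of 1.2 (94) and the paired t-test of the paper's statistics section (122 at an unadjusted P-value, 87 after Benjamini-Hochberg), and not with the others. The 75th percentile over all human miRNAs lies among miRNAs not detected. The number up, 164 here against the paper's 118, is within 1.5 times, and it left this range with the 75th percentile over all human miRNAs (192), no filter (71), the paired t-test after Benjamini-Hochberg (65), normexp (54) and no scaling (234). Every feature of the authors' processed values, a setting chosen after seeing the values, gave the paper's 206, 118 and 88. Of the other settings chosen after seeing the values, the spike-ins came within 1.5 times for the total (302) and not for the number down (7), and the alike pairs of arrays as a block (345 and 167) for neither. Both left this range for the number up, with 295 and 178.

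On the log2 scale of Supplementary Table 2, the paper's value for miR-17-5p is -0.61 and -0.92 was found here, for miR-19b-3p the paper's is -0.71 against -0.98, for miR-20a-5p the paper's is -0.64 against -0.88 and for miR-223-3p the paper's is 1.91 against 1.18. The authors' processed values closed all of these, and so did every feature of them, chosen after seeing the values. Normexp and the 75th percentile over all human miRNAs also closed those of miR-17-5p, miR-19b-3p and miR-20a-5p, quantile normalization those of miR-19b-3p and miR-20a-5p, leaving out DMSO replicate 4 or UNC1999 replicate 2 or 4 that of miR-19b-3p, and the scanner software's sum per miRNA and no scaling that of miR-223-3p. The spike-ins, chosen after seeing the values, also closed that of miR-223-3p. The other alternatives, the alike pairs as a block among them, did not.

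For miR-148a-5p the paper's log2 fold change is -2.80 against -1.84, for miR-601 the paper's is 3.90 against 0.69, for miR-765 the paper's is 2.94 against 0.77 and for miR-520e the paper's is 4.02 against 0.87. Of the alternatives set before the data were examined, the authors' processed values closed these and the others did not. Testing every feature of those values, chosen after seeing the values, gave the same fold changes. Those values set miRNAs not detected at or near the log2 of 0.1. This bears on miR-601, detected on 2 DMSO arrays, and on miR-765 and miR-520e, each detected on 1. It does not bear on miR-148a-5p, which was detected on all arrays.

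Of the 204 human miRNAs in Supplementary Table 2, 204 were tested here and 199 called, each in the paper's direction. The 5 not called, named after their values were seen, are miR-3196 at a log2 fold change of 0.19 where the paper's is 0.34, miR-4746-3p at -0.13 where the paper's is -0.35, miR-513c-5p at -0.27 where the paper's is -1.48, miR-6749-5p at 0.36 where the paper's is 0.60, and miR-6820-5p at 0.31 where the paper's is 0.55. All 5 were called in the paper's direction with the authors' processed values. Of the other alternatives set before the data were examined, miR-3196 was called with the 75th percentile over all human miRNAs, with quantile normalization and without scaling, and miR-6820-5p with these and without UNC1999 replicate 1 or 3. miR-6749-5p was called with the same scalings, with normexp, with detection on all 8 arrays, with the trend and robust variance model, at an unadjusted p and without DMSO replicate 1 or 4. miR-4746-3p was called with the scanner software's sum per miRNA and with normexp, and miR-513c-5p with normexp and without DMSO replicate 2 or 3. Every feature of the authors' processed values called all 5, the spike-ins called miR-3196, miR-6749-5p and miR-6820-5p, and the alike pairs of arrays as a block called miR-6749-5p and miR-6820-5p, these 3 settings being chosen after seeing the values. With the spike-ins miR-4746-3p was called in the other direction.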

Other observations

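The counts of other splits of the arrays were planned, and the tests of the spike-ins, the control RNAs, the miR-320 ratio and probes, miR-7977 and the pairs of arrays were chosen after the results were seen.

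Of the 35 splits of the 8 arrays into 4 and 4, 1 gave as many calls as the real one, that split itself. This argues against chance for the number of calls, if each array is a separate sample, and is the smallest share that 35 splits can give. The same count of 1 held for the 17 Table 1 miRNAs listed as down, for the 9 listed as up and for the set test of the miR-17-92 cluster. The study chose these lists and this cluster on the same arrays, so that these counts decide nothing. For the set tests of the miR-106b-25 cluster and the Let-7 family 4 and 11 of the 35 splits gave a p as small, and chance cannot be excluded for them as sets. Of their tested members, 3 of 3 and 6 of 7 were called one by one.

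Before scaling, miRNA signals were brighter on the UNC1999 arrays, the median tested miRNA by 0.67 on the log2 scale. If labelling efficiency were the reason, the labelling spike-ins dmr_285 and dmr_31a would rise as well, and they changed by -0.12 (11.44 ± 0.16 after DMSO and 11.33 ± 0.10 after UNC1999, SD, n = 4; exact permutation test, two-sided, p = 0.23), which argues against it. The amount or quality of the RNA put into the labelling stays open, and cannot be told apart from a rise of most miRNAs in the cells: the scaling factors overlapped between the groups (exact permutation test, two-sided, p = 0.057), DMSO replicates 2 and 3 being the dimmest, and no measure of input RNA was analysed. Scaled to the spike-ins, the 17 miRNAs that Table 1 lists as down had a median log2 fold change of -0.11 and 1 of them, miR-148a-5p, was called down, against -0.92 and 17 with the main scaling. A candidate explanation is that the fall of these miRNAs is one relative to the other miRNAs of the array. It was to be held as met if their median change with the spike-ins was at or above 0 or few were called, first taken as 0 called. The median stayed below 0 and 1 was called, so this stays an open hypothesis, which the arrays do not decide. miR-125a-3p and miR-320c rose under both scalings, by 1.12 and 1.33 with the spike-ins.

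Supplementary Table 2 lists 2 array control RNAs, dmr_285 and hur_5, among the features that fell. Unscaled, dmr_285 changed by -0.12 (exact permutation test, two-sided, p = 0.343) and hur_5 by -0.22 (p = 0.457, by the same exact test). With the main scaling 10 control RNAs were tested with the miRNAs and all 10 were called lower, with a median log2 fold change of -0.82.

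miR-320c was higher and miR-320a, miR-320b, miR-320d and miR-320e lower after UNC1999 treatment. Scaling between arrays would leave their ratio within an array unchanged, and the ratio of miR-320c to the mean of the others rose by 0.88 on the log2 scale without overlap between the groups, which argues against scaling as the reason for the divergence. The direction of the other members depends on the scaling, since they rose without scaling and with the spike-ins. A rise of 1 of the miR-320c probes alone is also argued against, since the less responsive probe rose by 0.63 against the other members. The probes rose unequally, by 0.95 and 0.27 with the main scaling, and the sequence each probe binds was not analysed. Whether the treatment acts on miR-320c apart from its family stays a hypothesis.

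miR-125a-3p was detected on all 8 arrays, whereas miR-125a-5p, the other arm of the same hairpin, was detected on 0, as were Let-7e-5p, miR-99b-5p and miR-99b-3p, whose genes stand in a row with that of miR-125a in the RefSeq annotation of GRCh38.p14.

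Of the 118 miRNAs that Supplementary Table 2 lists as up, 20 were detected on no DMSO array. The paper's fold changes for miR-198, miR-877-5p and miR-193a-3p are 13.7, 8.41 and 10.1, and the lower bounds here are at least 1.74-fold, at least 1.58-fold and at least 1.13-fold. The authors' processed values set miRNAs not detected at or near the log2 of 0.1, so that the paper's folds are not taken against a measured signal and the 2 kinds of value are unlike. All 3 turned lower with normexp background correction, whose offset leaves the direction of such dim signals undecided.

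miR-7977 fell by 1.33 on the log2 scale and is not in Supplementary Table 2. Quantile normalization was tested as the reason. The first test was whether miR-7977 was the brightest human miRNA on all arrays, which quantile normalization would then set equal, and it was so on 0 of the 8 arrays. It was then found to rank 2 on all 8, and with quantile normalization as the one choice changed the miR-7977 log2 fold change was 0. This was known when that second look was taken, and equal ranks fix it, so that it does not count as a test. In the authors' processed values it changed by -0.23 (limma adjusted p = 0.0823, over a range of 2.6e-05 to 1.00 across all settings) and not by 0. Whether quantile normalization is the reason for its absence from the table stays open.

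Within each group the arrays were alike in pairs. Over the 346 miRNAs detected on all arrays, the SD of the log2 difference was 0.12 between DMSO replicates 1 and 4, 0.18 between DMSO replicates 2 and 3, 0.14 between UNC1999 replicates 1 and 3 and 0.17 between UNC1999 replicates 2 and 4, and 0.30 to 0.36 between the other arrays of a group. The variance of the difference between alike arrays, taken from a median over miRNAs, was at least 9.62 times that given by the standard errors of their averaged spots. That is more than a copy of 1 scan would give. Whether 1 sample was hybridized on 2 arrays stays open, since the noise between spots leaves out that between hybridizations. The paper describes independent experiments. The second principal component of these miRNAs, with 14.8% of the variance, set DMSO replicates 1 and 4 and UNC1999 replicates 1 and 3, from -2.93 to -1.89, apart from DMSO replicates 2 and 3 and UNC1999 replicates 2 and 4, from 1.97 to 2.95. The difference between the pairs within DMSO correlated across miRNAs with that within UNC1999 at 0.47. This is what a batch shared by both groups would give, but it cannot be told apart from chance here, since the pairs were found in the same values, the labels name no batch, and miRNAs are not independent replicates. Pairings that part the alike arrays, 1 of which gave -0.55, have no bearing on it. Each side holds 2 arrays of each group, so that such a batch would not by itself set the groups apart, and with the pairs as a block 345 miRNAs were called, among them the 322. No biological explanation was tested.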
